A study of Mus musculus with 46 samples. Its data were reported in "Global H3.3 dynamic deposition defines its bimodal role in cell fate transition" (2018).

How the data were processed

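The data were ChIP-Seq libraries of the histone variant H3.3 and of H3 trimethylated at lysine 4 (H3K4me3) or lysine 36 (H3K36me3), collected while mouse embryonic fibroblasts (MEFs) were converted to induced pluripotent stem cells (iPSCs) by retroviral Oct4, Sox2, Klf4 and c-Myc, or to hematopoietic cells by transdifferentiation. Of 46 samples, 30 came with peak lists: 16 for H3.3, 7 for H3K4me3 and 7 for H3K36me3. The other 16 were input libraries, which were not analysed here on their own; their tags enter only through the input value that each peak carries.

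Per the paper's methods, reads were mapped to the mouse genome build mm9 with STAR, reads at more than a single locus were removed, and tag directories and peaks were made with HOMER. Per the file headers, the authors called peaks with findPeaks in histone style for each library separately against an input library, without pooling. The 30 libraries with peaks shared 16 inputs, so not every library had an input of its own. The score of a peak is a signal in the deposited lists, the normalized tag count, which the authors scaled to 10 M tags per library; it is not divided by the length of the peak and the input is not subtracted. The fold over input is a ratio in the deposited lists, of tags to scaled input tags, and the lowest fold was 2 in the H3.3 lists and 4 in the H3K4me3 and H3K36me3 lists. The p-value of each peak against input was computed by the authors from a Poisson model, with a limit of 0.0001, and is not adjusted. HOMER and STAR versions are not stated. The lists hold positions and scores, whereas the planned design had foreseen lists with annotated genes, so positions were annotated here.

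Annotation used the protein-coding genes of GENCODE vM1 on the same build (22238 genes). A peak was placed by its midpoint in this order: promoter-TSS, from 1000 bp upstream to 100 bp downstream of a transcription start site, TTS, from 100 bp upstream to 1000 bp downstream of a transcript end, exon, intron, or intergenic. A peak within any of the first 4 classes was called genic and given to the gene of the nearest transcription start site, and a gene with at least 1 such peak was called bound. This rule can give a gene a peak that lies inside a neighbouring gene, so sums for named genes were also checked for peaks more than 1 kb outside the gene. As an alternative, a peak was given to the gene that holds its midpoint. As background, 99999 positions were drawn at random from the chromosomes, leaving out the first 3 Mb of each.

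Libraries were compared by the Jaccard index, the base pairs covered by peaks of both libraries over the base pairs covered by peaks of either. The progress index of a library was log2 of its Jaccard index with iPSCs over its Jaccard index with D0, so that 0 means equal similarity to both. Its 95% interval came from a jackknife over the 19 autosomes, each left out in turn. The route difference, the index of the fraction on the way to iPSCs minus that of the other fraction sorted on the same day, was tested over 4 days with a two-sided exact sign-flip permutation test, whose smallest possible p is 0.125. Following the study's rule, a gene was assigned to a day onwards when it was bound in every library from that day to iPSCs and in none before. Marker gene sets were written down by hand, and their change was ranked among 10000 random gene lists matched on the number of reprogramming libraries that bind each gene. Overlap of H3.3 peaks with the other marks (1 bp or more) was divided by its mean after 100 random circular shifts of the H3.3 peaks within chromosomes. Motif shares were counted in 500 bp windows centred on intergenic peaks and in windows 5 kb to either side that held no peak.

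Each group had 1 library, so no difference between groups could be set against the spread between replicates, and no test across genes was made. Shares carry 95% Wilson intervals, and a change in a share carries the interval built from the Wilson intervals of its 2 shares; these intervals cover counting error only. Depth ranged from 13.2 to 91.8 M tags per library. Because a list of called peaks depends on depth and on enrichment, main results were recomputed with an equal number of top-scoring peaks per library: 34062 in the reprogramming H3.3 libraries and 25637 in the transdifferentiation libraries. Further alternatives were ranking by score per kb, peaks at or above the library's median score, autosomes only, other rules for assigning genes, an overlap of at least 0.5 of the H3.3 peak, a fold over input of at least 4, shifts of 20 to 100 kb, and, for the order of marks, only genes without an earlier peak. The fold of at least 4 was not applied to transdifferentiation, since only 0.253% of the cKit+ peaks reached it.

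The genes named were fixed by rule: a list taken from the study's text in advance (Adcy7, Terf1, Nanog, Twist1, Foxd3, Gtsf1 and Otx2), which holds genes shown there for expression or accessibility and not all genes shown there for H3.3, the 3 genes with the highest summed D0 score among those bound in D0, D3 and all 4 unsuccessful fractions and in none of D12S+, D16S+, iPSCs and ESD3, and the 3 genes with the highest summed iPSCs score among those with the opposite pattern. Computations ran in Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1, and plots were drawn with matplotlib 3.10.9. The code was tested on simulated data: Jaccard indices matched base-by-base counts in 50 of 50 simulations, 198 of 200 planted start-site peaks were called promoter-TSS, 200 of 200 planted single steps were counted, and independent simulated peaks gave a median overlap fold of 0.982. Enrichment on repeats, gene ontology and expression were not analysed here.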

Results

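H3.3 was profiled in 12 libraries of the reprogramming series. D0 were fibroblasts before conversion and D3 were unsorted cells on day 3. On days 6 and 9 the cells were sorted for the fibroblast surface protein Thy-1 (T), and on days 12 and 16 for the pluripotency-associated surface antigen SSEA-1 (S). D6T-, D9T-, D12S+ and D16S+ cells were on the successful route towards iPSCs, while D6T+, D9T+, D12S- and D16S- were the unsuccessful fractions. Fully converted iPSCs and the mouse embryonic stem cell line D3 (ESD3) completed the series. H3K4me3 and H3K36me3 were profiled in 7 libraries each, from D0 along the successful route to iPSCs. A further 4 H3.3 libraries followed transdifferentiation: MEF before induction, D4 on day 4, and cells sorted as positive (cKit+) or negative (cKit-) for the progenitor receptor cKit. Every group had 1 library, so each value below stands without a replicate check.

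The reprogramming H3.3 libraries held 18.7 (D16S+) to 41.2 (iPSCs) M tags. Between 34062 peaks (D16S+) and 89727 peaks (D0) were called, and the share of tags inside peaks ranged from 4.88% in D16S+ to 22.0% in D12S-. Transdifferentiation libraries were deeper, with 46.7 (MEF) to 91.8 (cKit+) M tags, yet cKit+ had only 1.65% of its tags in peaks against 37.2% in D4. D4 had 108179 peaks and cKit- had 25637. The H3K36me3 libraries varied most, from 1.07% of tags in peaks in D12S+ to 42.4% in D9T-, and the D6T- library of this mark had an estimated fragment length of 444 bp against 110 to 168 bp in all other libraries. H3K4me3 libraries had between 3.71% (D16S+) and 34.8% (D6T-) of their tags in peaks. A missing peak therefore means that a region did not pass the calling limits at the depth and enrichment of that library.

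To see where H3.3 is deposited, each peak was placed relative to protein-coding genes. Over the 16 H3.3 libraries the median share of peaks within genes was 70.7%, between 61.1% (D16S+) and 73.8% (cKit+), while 39.4% of random genomic positions fell within genes. Counting covered base pairs in place of peaks moved this median most, to 72.2%. Introns held 54.7% of the D0 peaks, promoter-TSS regions 5.36% and exons 5.30%. Among random positions the promoter-TSS share was 1.33%. Intergenic peaks made up 30.9% of all peaks in D0 and 26.6% in D3, and 38.9% in D16S+, 38.5% in iPSCs and 37.8% in ESD3. The 95% Wilson interval of the genic share was 68.8% to 69.4% in D0 and 61.2% to 61.9% in iPSCs. The unsuccessful fractions kept a genic share between 71.2% (D12S-) and 73.1% (D6T+). MEF, the other library of fibroblasts before conversion, had 66.0%, and D4 had 64.7%. D0 and MEF thus differed by more than their Wilson intervals cover.

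**Figure D1:**
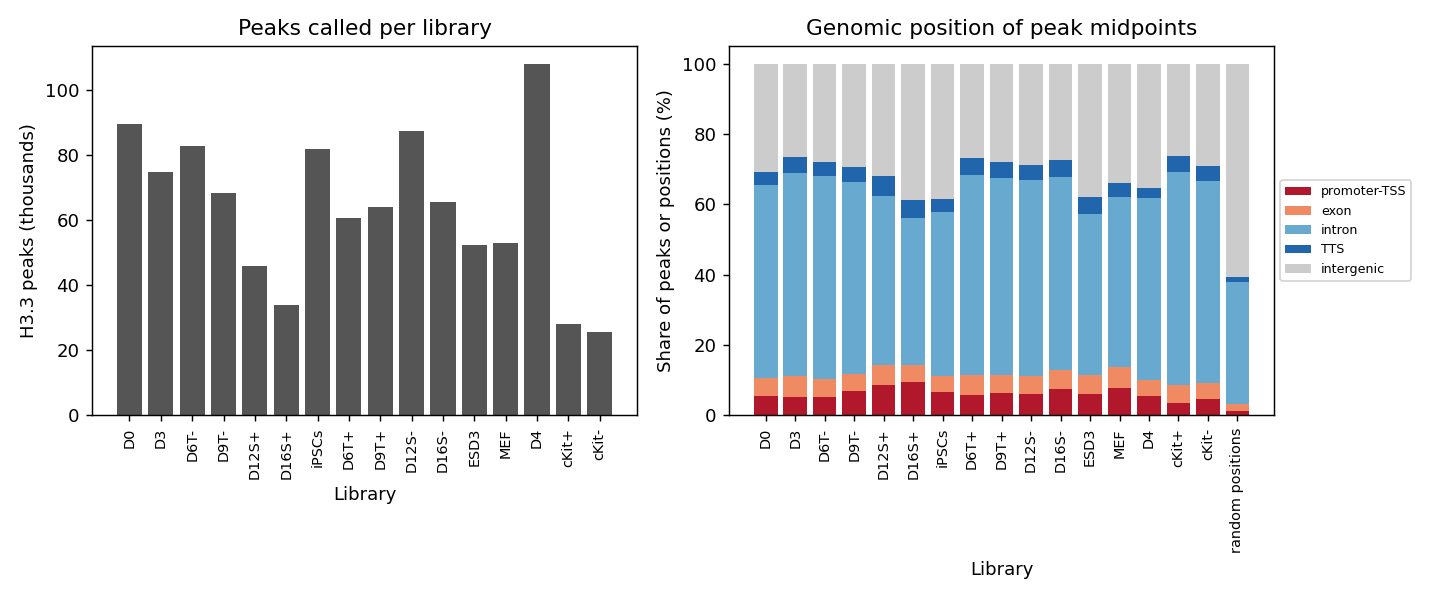
Number of H3.3 peaks in units of 1000 (left) and share of peaks by genomic position in percent (right) in each of the 16 H3.3 libraries, 1 library per bar, with random positions in the last bar on the right. D4 has the most peaks (108179), and the intergenic share is highest in D16S+ (38.9%) among the libraries, below the 60.6% of random positions.

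The question whether H3.3 deposition follows the conversion was addressed by comparing peak sets. iPSCs and ESD3 had a Jaccard index of 0.220, and each was the other's nearest among the 16 libraries, although the unsuccessful fraction D12S- was almost as near to iPSCs (0.216). With the top 25637 peaks of every library these indices were 0.241 for ESD3, 0.224 for D12S+ and 0.207 for D12S-. The fibroblast libraries of both systems, D0 and MEF, had an index of 0.249, which gauges the variation between independently prepared libraries of similar cells; D0 was closer to D4 of the other system (0.361) and to D6T+ (0.300). Taking the top 25637 peaks of every library moved the index of D0 and MEF most, to 0.277. The progress index was -0.91 in D3 (95% jackknife interval -0.97 to -0.85), -0.44 in D6T- (-0.48 to -0.40), -0.10 in D9T- (-0.13 to -0.08), 0.56 in D12S+ (0.48 to 0.63) and 1.15 in D16S+ (1.03 to 1.28). ESD3 reached 1.21 (1.09 to 1.32). From D3 to D16S+ the index rose by 2.07 (1.88 to 2.25), and it rose by 3.25 when only peaks with a fold over input of at least 4 were kept, the alternative that moved it most. In that setting D12S+ changed sign, to -0.88, and ESD3 (0.30) lay below D16S+ (0.58). It kept 22.6% of the iPSC peaks and 55.1% of the D0 peaks, and the index was lower in every library. The sign of a single index can thus not be separated from the peaks kept in the references D0 and iPSCs.

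The index was then compared between the fractions sorted on the same day. In the unsuccessful fractions it was -1.08 in D6T+, -0.64 in D9T+, -0.38 in D12S- and -0.30 in D16S-. The successful fraction was higher by 0.64 on day 6 (0.59 to 0.68), 0.54 on day 9 (0.49 to 0.58), 0.94 on day 12 (0.84 to 1.04) and 1.46 on day 16 (1.31 to 1.60). The mean difference was 0.89, in the same direction on 4 of 4 days. In a two-sided exact sign-flip permutation test over the 4 days, 2 of 16 sign assignments gave a mean at least as far from 0. This is the fewest that 4 days allow, so the design cannot reach a p below 0.05. The mean was lowest, at 0.65, when the share of overlapping peaks replaced the Jaccard index.

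**Figure D2:**
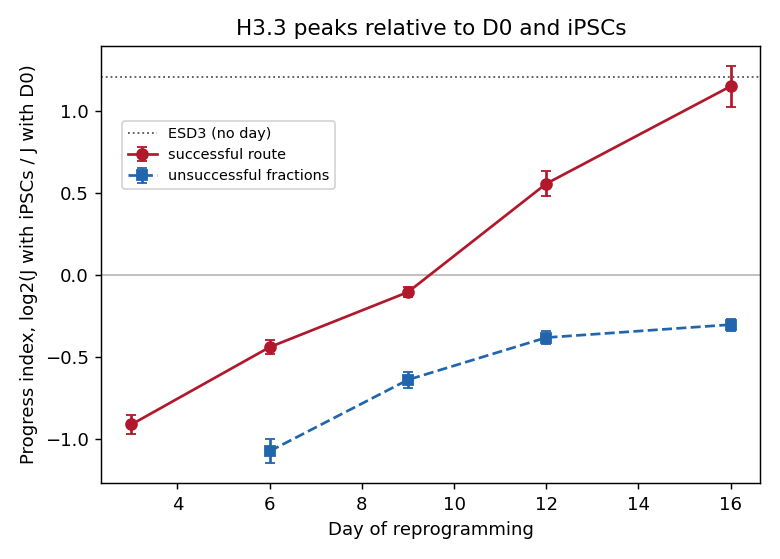
Progress index (log2 of the Jaccard index with iPSCs over that with D0, no unit) against the day of reprogramming for the successful route (circles) and the unsuccessful fractions (squares), 1 library per point, with 95% jackknife intervals over autosomes and ESD3 as a dotted line. The successful route runs from -0.91 on day 3 to 1.15 on day 16, while the unsuccessful fractions stay at or below -0.30.

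Genes were next sorted by the library from which H3.3 was present on the gene body until iPSCs. Of 22238 protein-coding genes, 5988 were bound in all 7 libraries from D0 to iPSCs and 5540 in none. A lasting gain was found for 641 genes before the iPSC stage: 186 from D3 onwards, 159 from D6 onwards, 60 from D9 onwards, 106 from D12 onwards and 130 from D16 onwards. A further 567 genes were bound in iPSCs alone. Lasting losses first appeared in D3 for 474 genes, in D6T- for 228, in D9T- for 163, in D12S+ for 376, in D16S+ for 276 and in iPSCs for 174. The remaining 7811 genes switched between bound and not bound at least 2 times. Counts of the early gains depended most on the fold over input: at a fold of at least 4, only 31 genes were assigned to D6 onwards and 15 to D9 onwards. On the successful route only, 173 genes lost H3.3, being bound in D0, D3 and the 4 unsuccessful fractions and free of peaks in D12S+, D16S+, iPSCs and ESD3, and 61 genes showed the opposite pattern. The count of 61 depended on the setting: it was 133 with an equal number of top-scoring peaks and 21 at a fold of at least 4.

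Gene sets for the starting and the final cell identity were followed through the series. Among 46 fibroblast and mesenchymal genes, 42 had gene-body H3.3 in D0 (91.3%, 95% Wilson interval 79.7% to 96.6%) and 22 in iPSCs (47.8%, 34.1% to 61.9%). The change was -43.5 percentage points (-58.2 to -25.3), at percentile 0 of 10000 matched gene lists, whose median change was -2.17 points. D16S+ had H3.3 on 34.8% of these genes (22.7% to 49.2%) and D16S- on 78.3% (64.4% to 87.7%). Of 44 pluripotency genes, 20 were bound in D0 (45.5%, 31.7% to 59.9%) and 40 in iPSCs (90.9%, 78.8% to 96.4%), a change of 45.5 points (26.6 to 60.3) at percentile 100. The gain was visible in D6T- (63.6%, 48.9% to 76.2%) beside 36.4% in D6T+ (23.8% to 51.1%), from lists of 82764 and 60705 peaks. On day 16 the pluripotency share was 77.3% in D16S+ (34 genes) and 68.2% in D16S- (30 genes), from lists of 34062 and 65454 peaks, and this difference was not tested. With an equal number of peaks, a comparison chosen after seeing the data, the pluripotency share was 47.7% in D6T- and 22.7% in D6T+, and 77.3% in D16S+ and 50.0% in D16S-, while the fibroblast share was 34.8% in D16S+ and 65.2% in D16S-.

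Epithelial genes rose by 28.9 points (9.52 to 46.0, percentile 100), and their share in D16S- (92.1%) was not below that in D16S+ (78.9%); with an equal number of peaks both were at 78.9%. Housekeeping genes changed by 8.33 points (-7.77 to 24.5, percentile 95.1) and hematopoietic genes by -9.52 points (-29.2 to 11.2, percentile 16.1); both intervals include 0. With an equal number of top-scoring peaks the changes of the fibroblast and pluripotency sets were larger, at -67.4 and 61.4 points.

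**Figure D3:**
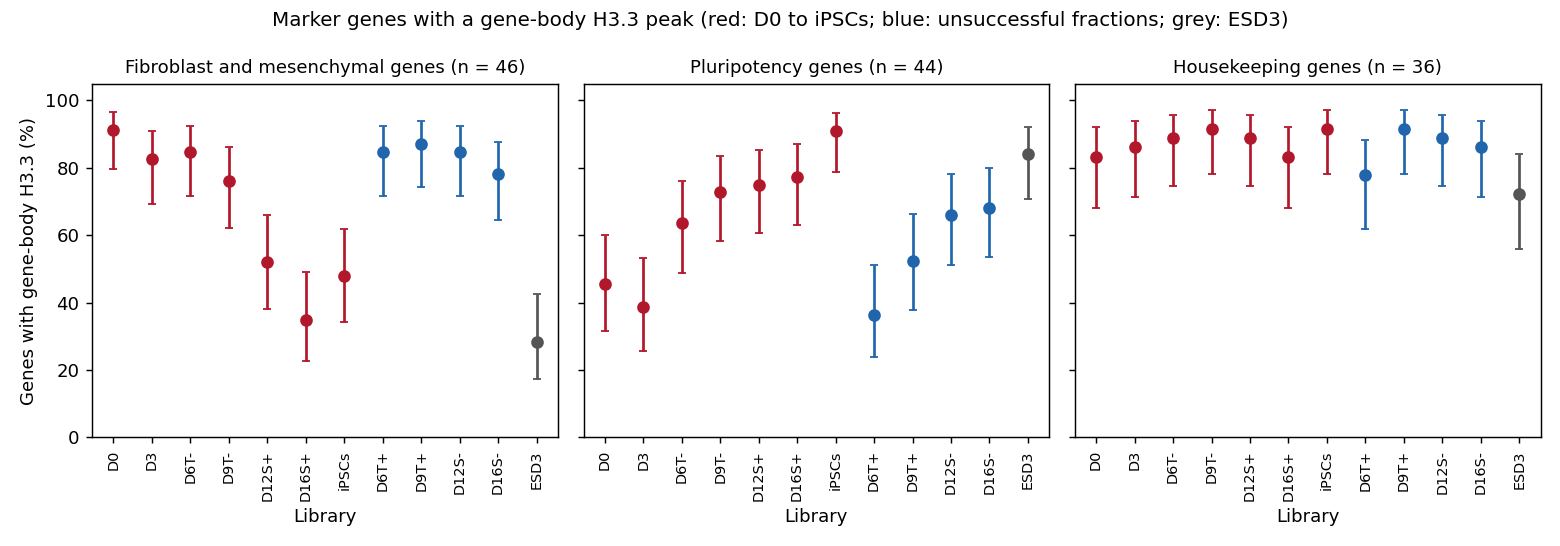
Share of fibroblast and mesenchymal (n = 46), pluripotency (n = 44) and housekeeping (n = 36) genes with a gene-body H3.3 peak, in percent, in each reprogramming library; points are single libraries, bars are 95% Wilson intervals, and colours mark the D0-to-iPSCs libraries (red), the unsuccessful fractions (blue) and ESD3 (grey). Fibroblast genes fall from 91.3% in D0 to 34.8% in D16S+ and stay at 78.3% in D16S-, while housekeeping genes are at 83.3% in both D0 and D16S+.

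Single genes named in the study were examined on mm9. Adcy7 (chromosome 8, 90796302 to 90853861) had 10 peaks in D0, 8 of them intronic, with a summed score of 256 tags per 10 M over 17.3 kb. The sum was 55.0 over 3.98 kb in D3, 11.6 over 1.00 kb in D6T- and 15.4 over 1.34 kb in D9T-. No peak was called from D12S+ on. D12S- still had 54.8 over 4.38 kb, but D16S- had only 15.1 over 0.906 kb. Terf1 (chromosome 1, 15795739 to 15833551) was already bound in D0, at 23.7 over 1.76 kb, and had 234 over 16.5 kb in D6T- and 153 over 11.7 kb in iPSCs, but also 141 over 8.99 kb in D12S- and only 45.0 over 2.99 kb in ESD3. Nanog (chromosome 6, 122657507 to 122664651) had no peak in D0 or D3, a promoter-TSS peak of 6.24 over 0.500 kb in D6T-, and 177 over 8.84 kb in D16S+, beside 218 over 15.2 kb in iPSCs and 250 over 10.5 kb in ESD3. The fractions D12S- (46.8 over 4.10 kb) and D16S- (7.32 over 0.500 kb) also had Nanog peaks. At Twist1 (chromosome 12, 34642536 to 34644682) a single weak D0 peak of 6.12 over 0.500 kb lay in the gene. Another was in the gene in D9T- (8.65), and peaks upstream of it or at its end were called in D6T+ (7.45), D12S- (40.1 over 2.77 kb) and D16S- (6.59). No peak lay in the gene or within 1 kb of it in D3, D6T-, D9T+, D12S+, D16S+, iPSCs or ESD3; further peaks assigned to it by the nearest start site lay elsewhere. Peaks at the pluripotency-related genes were weak: Foxd3 (chromosome 4, 99322990 to 99325362) had a single peak of 4.98 in iPSCs, Otx2 (chromosome 14, 49277354 to 49287319) peaks of 7.20 in D16S+ and 5.22 in iPSCs, and Gtsf1 (chromosome 15, 103232836 to 103260901) peaks of 7.05 in D0, 14.8 in D6T- and, at another place in the gene, 11.7 in iPSCs, with none in D9T-, D12S+ or D16S+.

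The genes selected by rule for loss on the successful route were Twist2 (chromosome 1, 93698038 to 93744605), Col6a3 (chromosome 1, 92663435 to 92740529) and Csgalnact1 (chromosome 8, 70880680 to 71259045). Their summed scores in D0 were 859 over 51.3 kb, 666 over 46.6 kb and 648 over 45.6 kb, with 4 of 5, 16 of 18 and 27 of 27 peaks in introns. A D0 peak of Twist2 with a score of 425 ran from 93730762 to 93756109, past the end of the gene. The Twist2 sum in D0 is therefore not that of the gene alone. Since the genes were selected for a high D0 score, a lower score in other libraries is partly built in. On day 6, Twist2 had 333 over 21.7 kb in D6T+ and 38.4 over 3.17 kb in D6T-, but Col6a3 (64.2 over 4.19 kb and 67.7 over 5.22 kb) and Csgalnact1 (229 over 14.3 kb and 223 over 15.3 kb) hardly differed between these fractions. On day 9, Twist2 had 171 in D9T+ and 5.56 in D9T-, and Csgalnact1 had 144 and 65.8. Col6a3 had 59.3 in D9T+ and 64.2 in D9T-. In D16S- the scores were 46.8 over 3.17 kb for Twist2, 11.7 over 0.824 kb for Col6a3 and 6.83 over 0.500 kb for Csgalnact1. The genes selected for gain were Gm13212 (145175069 to 145215248), Gm13242 (145104787 to 145294344) and Gm13154 (146927386 to 146959307), all on chromosome 4. They had 998 over 22.7 kb, 857 over 21.4 kb and 301 over 8.77 kb in iPSCs, and 148 over 5.64 kb, 406 over 11.9 kb and 62.7 over 2.26 kb in ESD3. For Gm13212, 4 of the 10 iPSC peaks lay outside the gene, so its sum is not that of the gene alone. Input density within these iPSC peaks was 4.71, 4.94 and 4.33 times the library median.

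Whether H3.3 coincides with the other marks was asked at each of the 7 time-points. In D0, 28.2% of H3.3 peaks (27.9% to 28.5%) overlapped an H3K4me3 peak, against 5.09% after circular shifts, a fold of 5.54. The fold for H3K4me3 was 5.74 in D3, 5.62 in D6T-, 6.94 in D9T-, 8.99 in D12S+, 11.5 in D16S+ and 7.07 in iPSCs. The observed share was lowest in D16S+, at 16.4% against 1.43% after shifts. The H3K4me3 list there held 19633 peaks, against 41015 in D0. Its fold of 11.5 therefore does not mean that more H3.3 peaks overlapped H3K4me3. For H3K36me3 the fold was between 3.10 (D9T-) and 5.12 (D12S+), with 3.28 in D0 and 4.55 in iPSCs. The share of H3.3 peaks overlapping H3K36me3 fell from 29.1% in D0 to 4.18% in D12S+, where the H3K36me3 list itself held 12322 peaks against 57288 in D0. No shift gave as much overlap as observed in any library. With shifts of only 20 to 100 kb, which keep peaks near the same genes, the median fold was 2.71 for H3K4me3 and 1.53 for H3K36me3, against 6.94 and 4.41 with shifts along whole chromosomes.

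**Figure D4:**
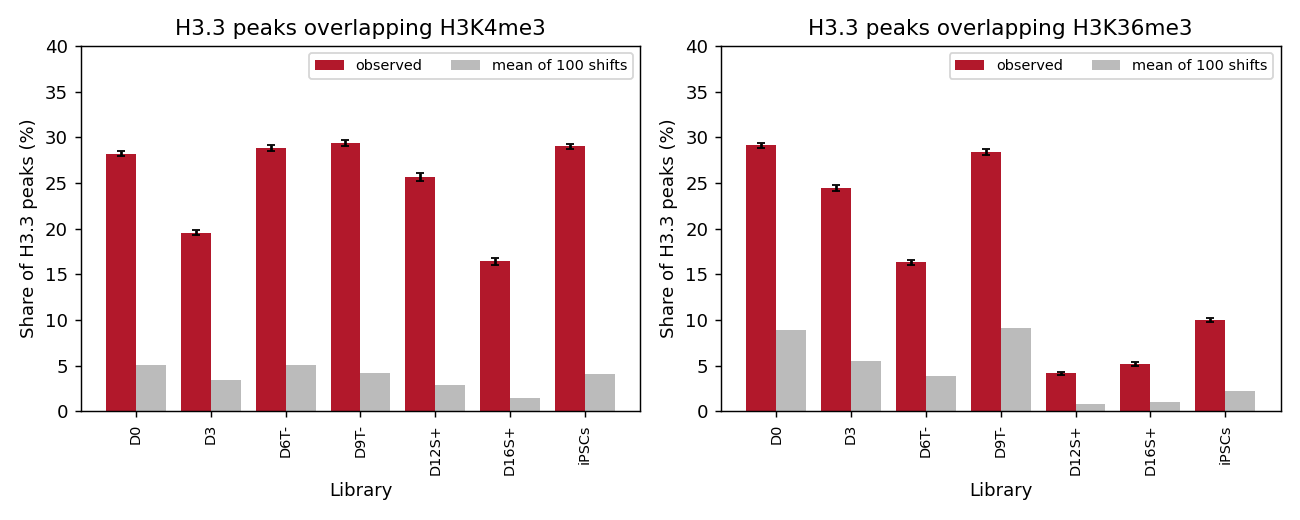
Share of H3.3 peaks, in percent, that overlap a peak of H3K4me3 (left) or H3K36me3 (right) in the 7 libraries from D0 to iPSCs; red bars are observed with 95% Wilson intervals and grey bars are the mean of 100 circular shifts. The observed share exceeds the shifted share in every library, for example 28.2% against 5.09% for H3K4me3 in D0.

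H3.3 and H3K4me3 were then compared by the library from which a gene stayed bound until iPSCs, whether or not it had been bound and missed before. Of 2320 genes for which this library came after D0 for both marks, H3.3 was earlier in 627 (27.0%, 25.3% to 28.9%), at the same time-point in 1381 (59.5%) and later in 312 (13.4%). Many of these genes had been bound earlier. D16S+ had the fewest bound genes on the route for both marks. They were 9045 for H3.3 and 10457 for H3K4me3, against 13155 and 14221 in iPSCs. A gene missed there for both marks and bound in iPSCs counts as the same time-point, which may raise the 59.5%. Among the 128 genes without an earlier peak of either mark, a comparison chosen after seeing the data, H3.3 was earlier in 37 (28.9%, 21.8% to 37.3%) and later in 35 (27.3%). Both comparisons leave out genes with H3K4me3 from D0 onwards. These were 3388 of all 7167 genes (47.3%) with lasting H3.3 only after D0, and 373 of the 1208 genes (30.9%) without any earlier H3.3 peak. Genes without lasting H3K4me3 were left out too, 1459 of the 7167 and 254 of the 1208. No general order of the marks was therefore established. Among the genes gaining both marks, the share with earlier H3.3 was 45.1% with an equal number of top-scoring peaks. The share with later H3.3 was then 17.5%, so the balance between the marks depends on the number of peaks.

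For transdifferentiation, the genes bound in sorted cells were compared with those bound on day 4 and before induction. Of 7289 genes bound in cKit+, 94.1% (93.5% to 94.6%) were bound in D4 and 82.2% (81.3% to 83.1%) in MEF, a difference of 11.9 percentage points. D4 had 14940 bound genes and MEF 11227. The difference was 10.8 points with an equal number of top-scoring peaks and 6.84 points when these were ranked by score per kb, the alternative that moved it most. Genes bound in cKit- gave 12.8 points. By the Jaccard index, in contrast, cKit+ was nearer to MEF (0.0535) than to D4 (0.0420). The same held with the top 25637 peaks of every library (0.0569 and 0.0501). With all peaks, the highest index that the covered lengths allow was 0.309 with MEF and 0.0664 with D4. The ranking by this index is thus not independent of the length of the lists. By base pairs, 64.8% of the 17.7 Mb covered in cKit+ lay inside the 267 Mb of D4 peaks, 21.5% inside the 57.4 Mb of MEF peaks and 12.2% inside the 17.8 Mb of cKit- peaks; these shares follow the length of the lists compared.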

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

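Every test in this part was chosen only after the input values had been seen, apart from the count of delivered factors with a first peak in D3. Input libraries were not compared on their own, and their tags inside H3.3 peaks showed a pair of signals above the level in ESD3.

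Input density over the Pou5f1 region was 28.2 times the library median in iPSCs. Pou5f1 encodes Oct4, and the iPSC peak there spans chromosome 17, 35632123 to 35653719 (21.6 kb on mm9), well beyond the gene at 35642982 to 35647721. In the 11 reprogramming libraries from D0 to iPSCs, both routes included, the highest input density in this window was between 25.5 and 36.8 times the library median, with 30.5 already in D0. Similar sequence elsewhere in the mouse genome would raise the input in every mouse library, but the highest value among ESD3, MEF and D4 was 1.47. An effect of changing chromatin on the input would grow along the route, which the D0 value goes against. Extra copies of the region in these cells remain as a candidate explanation, since the lowest value of 25.5 among the 11 libraries is far above the 1.47 of ESD3. The source of such copies was not tested. A reporter cassette inserted at the gene itself would not by itself raise the input over the whole region. A single duplication of the region would fall far short of these values. Many copies carried by the mouse strain and many copies from another source would give the same values. The H3.3 score in the window was 5742 tags per 10 M in iPSCs and 264 in ESD3, while the fold over input of the peak with the highest input was 2.59 and 3.61, so scores without input correction may overstate H3.3 at Pou5f1 in the reprogramming libraries.

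Input density over the Sox2 exon was 4.73 times the library median in D3. The D3 peak lies at chromosome 3, 34549228 to 34550359, within the single exon of the gene at 34548927 to 34551383. The value was 0.957 in D0 and 0.807 in ESD3, so base composition or sequence shared with another locus is an unlikely cause. Exon peaks of the later successful route had 1.77 in D6T-, 1.73 in D9T-, 1.82 in D12S+ and 1.33 in D16S+. The iPSC peak, which reaches upstream of the gene, had 1.01. A further D16S+ peak, lying wholly upstream of the gene, had 2.26. Integrated copies were not measured in the unsuccessful fractions. There, exon peaks had 0.813 in D6T+ and 1.86 in D16S-, and a D12S- peak that also reaches upstream had 0.970. Highest values in D3 were also raised at Klf4 (3.07) and Myc (3.33), the other factors with peaks on that day. In D0 they were 0.929 and 1.31, and in ESD3 1.44 and 1.43. Klf4 and Myc had 2.50 and 3.07 in D12S+, 2.57 and 2.45 in iPSCs, and 2.54 and 2.27 in D16S-. They had only 1.47 and 1.13 in D6T+, and 1.39 and 1.29 in D9T+. Reads from the retroviral copies of the factors, which carry no introns, are a candidate explanation for the value of 4.73. The D6T+ value at the D0 level goes against it only if the D6T+ cells carried such copies. Copies of the exon would not account for the 2.26 of the D16S+ peak upstream of the gene. The explanation by retroviral copies stays open. A separate count gave little information: 0 of the 4 delivered factors lacked a peak in D0 and had a gene-body peak in D3, but Sox2, Klf4 and Myc already had peaks in D0. No biological explanation was tested.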

How the results depend on the processing

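Alternatives were fixed before the data were examined, except a fold over input of at least 4, gene binding by any overlap, shifts of 20 to 100 kb, the order of marks on genes without an earlier peak and marker shares per library at equal number, which were chosen after seeing the data. Across results and alternatives, 47 values stayed in place and 42 moved. None of these changed sign, which says little, since counts of genes, the genic share, Jaccard indices and overlap folds cannot be negative. The tally leaves out the index of single libraries, of which D12S+ went from 0.56 to -0.88 at a fold of at least 4, and the genes gained on the successful route only. Staying in place meant lying within the 95% interval of the value reported or within 1.5-fold of a count of genes. For the route difference it meant keeping its direction. No 95% interval is given here for the median genic share, the Jaccard indices, the median overlap folds or the cKit+ difference. The limits behind the labels of these results are therefore not shown. The route difference was positive on 4 of 4 days in every alternative, with means from 0.65 to 1.46, and the count of genes losing H3.3 on the successful route only stayed between 139 and 204, whereas the count of genes gaining it on that route only was 61, 133 with an equal number of top-scoring peaks and 21 at a fold of at least 4.

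With an equal number of top-scoring peaks, the median genic share was 71.2%, the rise of the progress index from D3 to D16S+ 2.27, the Jaccard index 0.235 for iPSCs with ESD3 and 0.269 for D0 with MEF (number equal within each pair), and the genes onwards 377 (D3), 273 (D6), 161 (D9), 238 (D12) and 263 (D16). The same setting gave changes of -67.4 points for fibroblast and 61.4 points for pluripotency genes, median overlap folds of 8.20 (H3K4me3) and 5.09 (H3K36me3), 45.1% of genes with H3.3 before H3K4me3, and 10.8 points for cKit+ genes. Ranking by score per kb gave 2.35 for the index, Jaccard indices of 0.232 and 0.272, -60.9 points for fibroblast genes and 6.84 points for cKit+ genes. The index rose by 2.30 with scores at or above the median, by 1.51 by share of overlapping peaks and by 3.25 at a fold of at least 4. Covered base pairs gave a genic share of 72.2%.

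Allowing 1 later library without a peak gave 430, 296, 131, 209 and 205 genes onwards from D3, D6, D9, D12 and D16, and a fold of at least 4 gave 75, 31, 15, 53 and 86. An overlap of at least 0.5 of the H3.3 peak gave folds of 8.05 and 5.30 for the respective marks, shifts of 20 to 100 kb gave 2.71 and 1.53, and autosomes only gave 6.81 for H3K4me3. On genes without an earlier peak of either mark, H3.3 came first in 28.9%. The cKit+ difference was 9.81 points by the gene holding the peak and 15.0 points without promoter-TSS peaks. The cause of these shifts was not tested.

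Changes of housekeeping and hematopoietic genes stayed within their intervals but reached 0 points under 1 alternative each. D16S+ had the lowest share of tags in peaks on the route (4.88%), so losses first seen there rest on its shortest list.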

Other observations

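Some tests in this part were chosen only after the results were seen. They were the comparison with gene lists from the other system and the count of orders with an equal number of peaks. The housekeeping shares with an equal number of peaks and the input density at zinc-finger genes were also chosen then. The other tests in this part were set beforehand.

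The number of genes with a single lasting gain or loss was recounted under all 120 orders of the 5 intermediate libraries, with D0 first and iPSCs last. The real order gave 2899 genes and the median order 1759.5, and 1 of the 120 orders, the real one, gave as many. With an equal number of top-scoring peaks per library the real order gave 3604 genes against a median of 2208, and again 1 of 120 orders gave as many, so a falling number of peaks along the route is an unlikely source of the order. A gradual shift of H3.3 along the sampled days is a hypothesis that remains, with 1 library per day.

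D16S+ had the fewest bound genes of the reprogramming libraries (9045) and the lowest share of tags in peaks. Housekeeping genes with gene-body H3.3 differed by 0 percentage points between D0 and D16S+ with all peaks, but with an equal number of top-scoring peaks their share was 63.9% in D0 and 83.3% in D16S+, so this comparison depends on the number of peaks. With equal numbers D16S+ no longer had the fewest genes (9045 against 8830 in ESD3 and 8848 in D6T+). Fewer called peaks due to weak enrichment can therefore not be told apart from a loss of H3.3 as the reason for the low count.

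The route difference in the progress index was 0.99 with an equal number of top-scoring peaks and 0.89 with all peaks, so a difference in the number of peaks is an unlikely explanation for it. A difference in enrichment between the sorted fractions was not tested.

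The larger overlap of cKit+ genes with D4 than with MEF was weighed in the same way. It was seen for genes, whereas the Jaccard index of cKit+ was higher with MEF than with D4. The covered lengths limit that index to 0.0664 with D4 and to 0.309 with MEF, so the index does not decide the matter. The difference of 11.9 points was 10.8 points with an equal number of top-scoring peaks, so the number of peaks alone is an unlikely explanation, although the size of the difference depends on how peaks are ranked (6.84 points by score per kb). Gene lists from the other system showed the same tendency: genes bound in ESD3 were bound in D4 more often than in MEF by 15.2 points and genes bound in iPSCs by 16.8 points, and with an equal number of peaks by 6.31 and 7.69 points. The overlap of cKit+ with D4 cannot be told apart from a general reach of the D4 library over more genes. With equal numbers the cKit+ difference was larger than those of ESD3 and iPSCs, but close to the 9.98 points of cKit-. By score per kb cKit- gave 6.69 points.

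The genes selected by rule for gain on the successful route, Gm13212, Gm13242 and Gm13154, lie in a cluster of zinc-finger genes on chromosome 4. Within their iPSC peaks the lowest length-weighted input density was 4.33 times the library median. Reads from similar copies placed on the reference may thus raise the scores of these genes. D0 had no peak at these genes and so no input value. In MEF the value was 1.04 at Gm13212 and 1.43 at Gm13242, in D9T- 1.07 at Gm13212 and in cKit+ 1.51 at Gm13242. In D12S+, D16S+ and ESD3 it ranged from 2.48 (Gm13242 in D16S+) to 5.29 (Gm13154 in D12S+), leaving out no gene. Input was known only within called peaks, whose positions differ between libraries, so these values do not decide the explanation. How much of the gain the raised input explains was not tested.

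Sequence sites were counted in intergenic H3.3 peaks. In 20338 D0 peaks without counterpart in iPSCs or ESD3, the AP-1 site TGACTCA was present in 21.3% (20.7% to 21.8%) of windows against 8.01% of flanking windows, a ratio of 2.65 that ranked 1 among 630 sequences of 7 bases with the same composition. In 7892 iPSC peaks shared with ESD3 and absent in D0 its ratio was 1.10 and its rank 160. The AP-1 site at rank 1 is consistent with the hypothesis that fibroblast-specific intergenic H3.3 lies at AP-1 sites; a general preference of peaks for open, site-rich sequence was not tested. The octamer ATGCAAAT, read by Oct4, was present in 6.26% (5.75% to 6.82%) of the iPSC and ESD3 windows against 4.35% of flanks, a ratio of 1.44 beside 0.785 in the D0 peaks, but its rank of 76 among 840 sequences of 8 bases was not at the top, so the octamer was not singled out by this test.

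D0 was nearer to D4 of the transdifferentiation series (Jaccard index 0.361) than to MEF (0.249), although D0 and MEF are both fibroblasts before conversion. The H3.3 libraries of cKit+ and cKit- had a Jaccard index of 0.0646 with each other. Their highest index with any library was hardly larger, at 0.0666 for cKit+ and 0.0649 for cKit-, both with D6T+. By genes, 68.4% of those bound in cKit+ were also bound in cKit-.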
